A study of Homo sapiens with 30 samples.

How the data were processed

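Biopsies of human oral mucosa had been dissociated and profiled by droplet-based single-cell RNA sequencing. In this method each captured polyadenylated RNA carries a barcode for its cell and a unique molecular identifier (UMI), so that copies made by amplification are counted once. The 30 libraries fell into 4 groups by their labels: 8 from healthy buccal mucosa (the lining of the cheek), 13 from healthy gingiva (the gum), 8 from gingiva with periodontitis (an inflammatory disease of the tissue that holds the teeth), and 1 periodontitis gingiva library labelled LAD1, an abbreviation the labels do not spell out. The authors deposited, per the file headers and the values themselves, raw UMI counts per gene and cell barcode as whole numbers that were not normalized. The aligner and the genome build are not given in the sources used here, so no coordinates are printed. All libraries listed the same 33694 genes, and gene symbols and identifiers were taken from the deposited gene tables.

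Each library was taken as 1 replicate, because the labels name no donor and no batch. The 8 periodontitis libraries carry 5 numbers in their titles, 1 shared by 3 libraries and 1 shared by 2, and whether a shared number marks 1 donor is not stated. Averaging or summing such libraries was therefore run as an alternative. Counts of every pair of libraries within a group were compared gene by gene with a chi-square statistic per degree of freedom over genes with at least 10 UMIs in the pair. Its lowest value was 24.6 in buccal, 29.8 in healthy gingiva and 49.1 in periodontitis, where sampling noise alone gives about 1. This speaks against the same counts having been deposited for 2 libraries, and says nothing on whether 2 libraries share a donor.

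Cells were kept with at least 200 detected genes and under 15% of UMIs from mitochondrial genes. Of 177543 barcodes holding 683222043 UMIs, 20871 failed the gene minimum and 13385 failed the mitochondrial limit, and 144416 were kept. Every barcode that failed the gene minimum held more than 500 UMIs, and haemoglobin genes made up a median of 67.8% of the UMIs in those barcodes over the 30 libraries. Doublets were scored per library with scrublet as implemented in scanpy 1.11.5, and the top 0.8% per 1000 barcodes of a library were left out, 10168 in all. The other 134248 cells were used.

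Kept barcodes of all libraries were clustered together. Counts were scaled per cell and log transformed, 2000 variable genes were chosen, 30 principal components were computed, a graph of 15 neighbours was built, and Leiden clusters were drawn at resolution 1 (igraph 0.11.9, scikit-learn 1.9.0, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). No batch integration was applied. The 47 clusters were named from a marker list of 747 gene entries fixed before the data were examined, of which 744 matched a symbol in the gene tables. A cluster was named when at least 3 markers of 1 class lay among its top 50 genes by fold, counting genes with a UMI in at least 25% of its cells and with 10 CPM (counts per 1000000 UMIs) added before the fold. These values, and leaving unnamed any cluster in which over 50% of barcodes were called doublets, were set after the clusters were seen. A cluster also stayed unnamed with fewer than 20 cells, with a tie between classes, with at least 5 cell cycle genes among its top 10, or with few UMIs and no marker in its top 10. These conditions too were set after the clusters were seen. In all, 11 clusters stayed unnamed, with 211 cells in buccal, 746 in healthy gingiva, 575 in periodontitis and 172 in the LAD1 library. The named clusters gave 13 classes, each meant as "like" the type it is named for. HBB, a haemoglobin gene typical of free RNA from red cells, led clusters 9, 16 and 21, which were named from their other leading genes. Cluster 27 (fibroblast-like) was led by the stress-responsive gene CXCL2 and drew 93.4% of its cells from 1 library, and cluster 12 (T or NK-like) drew 98.6% from the LAD1 library.

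A class share is the percent of a library's cells used that fell in the class. The immune sum adds the T or NK-like, B-like, plasma-like, mononuclear phagocyte-like, plasmacytoid dendritic-like, neutrophil-like and mast-like shares. Groups were compared by an exact two-sided permutation test on the difference of mean percents, over all 203490 splits of 21 libraries into groups of 13 and 8. P-values were adjusted by the Benjamini-Hochberg method over the 14 shares of a comparison. For expression, UMI counts were summed per library and class, and sums from at least 20 cells were tested where each side had at least 3 libraries. The test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM scaling, the filterByExpr filter on low counts and Benjamini-Hochberg adjusted p under 0.05. Only the 2 groups compared entered each fit, with the kind of gene table deposited with a library (an older or a newer layout) as a covariate. In each fit, 671 mitochondrial, haemoglobin, sex-linked and immune receptor segment genes were left out. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. CPM values are means over libraries of the summed counts on that scale. Of the possible comparisons, 18 class comparisons had enough libraries.

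A list of 8 genes linked to neutrophil recruitment (CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, CXCL8, CSF3 and IL6) was fixed before the data were examined, because the series title names a stromal and neutrophil axis. It was tested in 4 structural classes with the same edgeR fits and as a set with camera, using a preset correlation between genes of 0.01 and, beside it, an estimated one. Named genes followed a rule fixed at the same time. Per class and comparison they were the genes with the largest log2 fold change in each direction among those with an adjusted p under 0.05, an absolute log2 fold change of at least 1 and a mean CPM in the class of at least 25% of the highest class mean, a guard against free RNA. The rule took 3 per direction for epithelial-like, fibroblast-like and blood endothelial-like cells and 1 per direction elsewhere, plus every list gene in the structural classes, and passed over HLA and immune receptor constant genes. The result of 1 gene that the rule names is not reported here. The LAD1 library was the only one of its group, so no test was made and its values are given with exact binomial or Poisson 95% intervals, which cover counting error only.

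While the barcodes were read, the libraries were found to use 2 families of cell barcodes. The 55 pairs within the first family of 11 libraries shared 1495 barcodes, the 171 pairs within the second family of 19 libraries shared 2116, and the 209 pairs between families shared 128. The first family held healthy gingiva replicates 1 to 10 and periodontitis replicate 1. The second held healthy gingiva replicates 11 to 13, periodontitis replicates 2 to 8, all 8 buccal libraries and the LAD1 library. The labels' protocols describe a single library kit. The family was found after the tests were fixed, so fits with the family as the covariate, and fits on the second family alone, were added after seeing the data and are printed beside the main values. Periodontitis libraries with a shared title number are all of the second family, and no fit summed them within it. If such libraries share a donor, p-values within that family may be too small.

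The expression test was checked on simulated counts drawn from the real means and library sizes, with 100 genes changed 2-fold and 100 changed 4-fold. In blood endothelial-like cells it recovered 80% and 94% of these for healthy gingiva against buccal, over 11936 genes. For periodontitis against healthy gingiva it recovered 84% and 97%, over 11781 genes. False calls made up 0% to 8.64% of calls over the 18 class comparisons, highest in mononuclear phagocyte-like cells and next in epithelial-like cells (6.43%), both for healthy gingiva against buccal. Every simulated library used the same gene means apart from the set changes. No difference between barcode families, gene tables or donors was simulated, so false calls from such sources are not covered. Recovery was lowest for healthy gingiva against buccal in 2 classes: mast-like cells gave 10% and 43% over 2357 genes, and melanocyte-like cells 5% and 55% over 2927 genes. Alternatives tried were DESeq2 1.42.0, library totals in place of TMM, no filter on low counts, no covariate, a single fit of 3 groups, libraries with the newer gene table only, a minimum of 50 cells, a minimum of 500 genes, a mitochondrial limit of 10% (for shares), no doublet removal, clustering at resolution 2 (73 clusters), genes passing the free RNA guard, log ratios of shares, averaging or summing libraries with a shared title number, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9.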

Results

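The data comprised 30 single-cell RNA libraries of human oral mucosa: 8 of healthy buccal mucosa, 13 of healthy gingiva, 8 of gingiva with periodontitis, and 1 periodontitis gingiva library labelled LAD1. Total UMI counts per library ran from 5962779 to 34293359 in buccal, from 7027086 to 50795317 in healthy gingiva and from 4306186 to 41625670 in periodontitis, and the LAD1 library held 89918303. Between 762 and 14857 cells per library passed the filters, 33637 in buccal, 52423 in healthy gingiva, 33331 in periodontitis and 14857 in the LAD1 library. Median UMIs per cell ran from 1058 to 7930.5 over the libraries. Depth also differed between the 2 barcode families: the median over libraries of the median UMIs per cell was 2183.5 in the 11 libraries of the first family and 4166 in the 19 of the second, and the median mitochondrial share was 4.02% and 6.64%. All buccal libraries were of the second family, 10 of 13 healthy gingiva libraries were of the first, and 7 of 8 periodontitis libraries were of the second. Each comparison is therefore given over all libraries and again within the second family, where healthy gingiva has 3 libraries. The first family holds no buccal library and 1 periodontitis library, so within it no test was made and values alone are given.

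Cells fell into 13 named classes. Different clusters held most of a class in different groups. The fibroblast-like class was mostly cluster 5 in buccal (86.1% of its cells), cluster 1 in healthy gingiva, cluster 8 in periodontitis (89.7%) and cluster 28 in the LAD1 library (96.7%). The blood endothelial-like class was led by cluster 3 in buccal (56.9%), cluster 4 in healthy gingiva (31.5%) and in periodontitis (54.1%), and cluster 14 in the LAD1 library (97.7%). Mural-like cells were led by cluster 13 in buccal and healthy gingiva and by cluster 17 in periodontitis. The leading clusters were 15 in buccal and 11 elsewhere for mononuclear phagocyte-like cells, and 2 in buccal and 0 in healthy gingiva and periodontitis for T or NK-like cells. For plasma-like cells they were 18 in healthy gingiva and 7 in periodontitis. Epithelial-like cells were led by cluster 16 in all groups. Values within these classes below compare such sets of clusters.

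The first comparison asked how the cell makeup of 2 healthy oral sites differs. Mast-like cells made up 2.47% ± 1.60 (SD, n = 13) of cells in gingiva and 0.420% ± 0.330 (SD, n = 8) in buccal mucosa, with an exact permutation p of 0.00213 (adjusted 0.0298) and 12 of 13 gingiva libraries above the buccal median. Within the second family the shares were 2.06% ± 0.388 (n = 3) and 0.420% ± 0.330 (n = 8), a difference of 1.64 with an exact p of 0.00606, the smallest that 165 splits can give. The mast-like call was lost when buccal replicate 3 or 5 was left out (adjusted p 0.0544 and 0.0562, range over all libraries left out in turn 0.00789 to 0.0562). Mononuclear phagocyte-like cells made up 4.43% ± 1.61 of cells in gingiva and 7.15% ± 2.54 in buccal mucosa (exact permutation p 0.00448, adjusted 0.0314), and 11 of 13 gingiva libraries lay below the buccal median. Within the second family the difference was -3.30 (3.85% ± 0.746, n = 3, in gingiva) with an exact p of 0.0546, which did not pass. This call was also lost when any of 9 libraries was left out, with adjusted p from 0.0517 to 0.109. On the log ratio scale, the alternative that moved these shares most, 8 further shares passed the threshold. B-like, plasma-like and plasmacytoid dendritic-like cells were called higher in gingiva. Blood endothelial-like, lymphatic endothelial-like, T or NK-like and mural-like cells and the immune sum were called lower. The log ratio of mural-like cells was 1.26 lower in gingiva (value -1.26). Shares of B-like cells (1.90% ± 3.38 against 0.0280% ± 0.0458, adjusted p 0.347), plasma-like cells (2.74% ± 6.27 against 0.0251% ± 0.0404, adjusted p 0.552) and plasmacytoid dendritic-like cells (0.316% ± 0.713 against 0.00789% ± 0.0223, adjusted p 0.552) were not distinguishable by the exact permutation test over all libraries. Within the second family all 3 passed it, with differences of 5.24, 9.60 and 0.110 percentage points and adjusted p of 0.0283, 0.0283 and 0.0424. The 3 gingiva libraries differed widely, with means of 5.27% ± 6.05 (from 0.391% to 12.03%), 9.62% ± 11.9 (from 0.875% to 23.2%) and 0.118% ± 0.0755 (from 0.0445% to 0.195%), so the size of these differences is uncertain. The immune sum was 24.6% ± 15.6 in gingiva and 26.0% ± 12.8 in buccal mucosa (exact permutation, adjusted p 0.995), blood endothelial-like cells made up 34.1% ± 9.59 and 34.5% ± 13.6 (adjusted p 0.995), and fibroblast-like cells 22.7% ± 10.97 and 20.3% ± 5.69 (adjusted p 0.922).

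The second comparison asked how gingiva with periodontitis differs from healthy gingiva. Over all libraries, 5 of 14 shares passed the exact permutation test. The immune sum was 56.1% ± 18.6 (SD, n = 8) in periodontitis and 24.6% ± 15.6 (SD, n = 13) in healthy gingiva (exact permutation p 0.000909, adjusted 0.0053), and 8 of 8 periodontitis libraries lay above the healthy median. Plasma-like cells made up 17.6% ± 11.97 and 2.74% ± 6.27 (adjusted p 0.0053, 8 of 8 libraries), and T or NK-like cells 25.8% ± 11.3 and 12.7% ± 8.90 (adjusted p 0.0250, 7 of 8 libraries). Blood endothelial-like cells were lower, at 18.2% ± 8.04 against 34.1% ± 9.59 (adjusted p 0.0053, 8 of 8 libraries), and so were lymphatic endothelial-like cells, at 0.333% ± 0.283 against 2.63% ± 2.28 (adjusted p 0.0053, 8 of 8 libraries). The T or NK-like call was lost without periodontitis replicate 1, where the difference was 11.1 points and the adjusted p 0.0546 (range over all libraries left out in turn 0.00528 to 0.0546). The 8 libraries carry 5 title numbers, and averaging libraries with a shared number lost the lymphatic endothelial-like (-2.33) and T or NK-like calls (12.3), each with an adjusted p of 0.0697. Over all settings fixed in advance the adjusted p of these shares ran from 0.000138 to 0.0697 and from 0.0228 to 0.249. The immune sum, plasma-like and blood endothelial-like calls each held in 6 of 7 such settings. They were lost with newer gene tables only (adjusted p 0.0786 each).

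Within the second family, with 7 periodontitis and 3 healthy libraries, none of these 5 shares passed after adjustment. The periodontitis libraries that share a title number are all of this family. No test averaged them within it, so its p-values take each library as a replicate. The immune sum was 53.6% ± 18.7 against 40.7% ± 20.1, a difference of 12.9 (41.0% of the pooled one, exact permutation p 0.358). Plasma-like cells differed by 8.52 (57.3% of the pooled difference, exact permutation p 0.358) and T or NK-like cells by 4.12 (31.2%, exact permutation p 0.558). Blood endothelial-like cells differed by -6.23 (19.0% ± 8.27 against 25.3% ± 7.57, exact permutation p 0.3). Lymphatic endothelial-like cells differed by -0.704 (0.338% ± 0.305 against 1.04% ± 0.282), with an exact permutation p of 0.0167 before adjustment and 0.233 after it. The 120 splits of these 10 libraries cannot give a p below 0.00833. In the first family, periodontitis replicate 1 lay beyond all 10 healthy libraries in each of the 5 shares: immune sum 73.1% (healthy at most 43.7%), plasma-like 13.8% (at most 1.96%), T or NK-like 40.2% (at most 24.6%), blood endothelial-like 12.1% (at least 23.3%) and lymphatic endothelial-like 0.297% (at least 1.23%). This library was also the shallowest of the 30, with the lowest total UMIs and a median of 1058 UMIs and 489 genes per cell. Fibroblast-like cells, at 13.2% ± 6.12 and 22.7% ± 10.97 over all libraries, missed the threshold (exact permutation, adjusted p 0.0698), and the difference was 0.818 in the other direction within the second family. Neutrophil-like cells made up 0.834% ± 1.48 and 0.0787% ± 0.133 (exact permutation, adjusted p 0.0539).

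**Figure D1:**
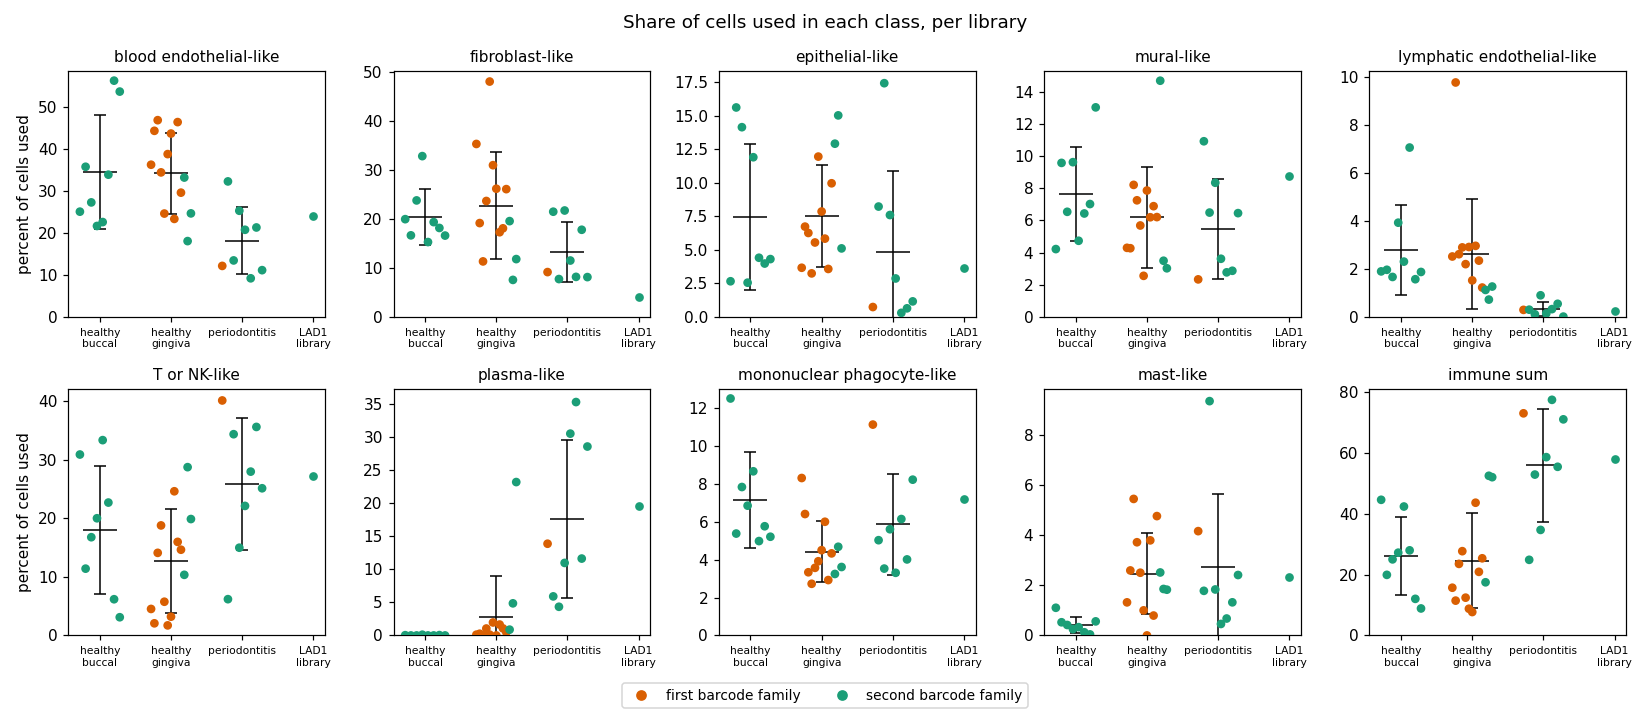
Percent of cells used (y axis) in 9 classes and the immune sum for each library (points), by group (x axis) and coloured by barcode family, with the group mean and SD as black bars. Mast-like shares average 2.47% in healthy gingiva and 0.420% in buccal mucosa, and the immune sum averages 56.1% in periodontitis and 24.6% in healthy gingiva, where the 3 second family libraries average 40.7%.

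Between healthy gingiva and buccal mucosa, edgeR called 3321 of 11936 genes in blood endothelial-like cells (1715 higher and 1606 lower in gingiva), 4871 of 12190 in fibroblast-like cells (2700 and 2171), 1498 of 9383 in epithelial-like cells (918 and 580) and 1031 of 6289 in mural-like cells (601 and 430). It called 1608 of 6428 in mononuclear phagocyte-like cells (933 and 675), 816 of 6801 in T or NK-like cells (509 and 307), 771 of 4375 in lymphatic endothelial-like cells (393 and 378) and 76 of 2357 in mast-like cells (45 and 31). In melanocyte-like cells it called 2 of 2927, WDR63, which was lower, and IGKC, which was higher, is an immunoglobulin gene and was named after its value was seen. With the barcode family as covariate the counts were 459, 1454, 160, 33, 239, 143, 68, 9 and 0 in the same order. With second family libraries only they were 562, 1946, 274, 35, 397, 233, 119 and 7, and no melanocyte-like fit could be made. Of the 4871 genes called in fibroblast-like cells, 1298 were called in the same direction with the family as covariate. The 0 in melanocyte-like cells came from edgeR, with 96 genes at an unadjusted p under 0.05, and DESeq2 with the gene table covariate called 9.

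The division of calls into higher and lower depended on the scaling. With library totals in place of TMM, the percent of calls higher in gingiva moved from 61.3 to 37.0 in epithelial-like cells, from 55.4 to 29.3 in fibroblast-like cells, from 58.0 to 28.5 in mononuclear phagocyte-like cells and from 62.4 to 17.5 in T or NK-like cells. The median log2 fold change of all genes under library totals was -0.25, -0.26, -0.24 and -0.29 in these 4 classes.

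In gingival fibroblast-like cells CXCL13 (ENSG00000156234) averaged 3017 ± 2425 CPM (SD, n = 13) against 0.110 ± 0.310 in buccal (n = 8), a log2 fold change of 14.63 (SE 1.33, edgeR adjusted p 1.4e-07), and 14.07 with the family as covariate. The buccal libraries held 4 UMIs of CXCL13 in all, and without buccal replicate 7 its log2 fold change was 16.71. The exact size of this fold is therefore uncertain. COL11A1 was higher by 10.19 (SE 0.932, adjusted p 1.5e-07). LBP averaged 95.1 ± 86.4 CPM in gingiva and had 0 UMIs in the 8 buccal libraries, so its fitted log2 fold change of 11.55 is no bound; set against 3 counts over the buccal group, LBP was at least 1047-fold higher in gingiva. FOXL2, TBX5 and SHOX were lower by log2 fold changes of -7.18, -6.56 and -6.38, and all 6 of these genes passed with the family as covariate. In epithelial-like cells ODAM averaged 758 ± 989 CPM against 0.569 ± 1.38, a log2 fold change of 11.16 (SE 1.66, edgeR adjusted p 0.000241) that was 8.09 with the family as covariate (adjusted p 0.00917). FDCSP averaged 108200 ± 116300 CPM against 99.3 ± 198 (log2 fold change 10.99). FDCSP and ODAM are the top genes of cluster 30, an epithelial-like cluster with 676 barcodes in healthy gingiva and 2 in buccal before doublet removal, so these folds include a difference in the makeup of the class. SAA2 was higher by 11.09, a fitted value that rests on 1 UMI in the buccal libraries and is no bound. It also has a near-identical neighbour gene, SAA1, so the counting between them is uncertain. NKX2-3 and TOX3 were lower, at -5.43 and -4.63. In blood endothelial-like cells LAMP3 (18.8 ± 14.9 against 0.102 ± 0.144 CPM), HRASLS and TMEM92 were higher by 7.20, 5.66 and 4.78, and PTGIS and TPPP were lower, at -4.01 and -3.80. All 5 passed with the family as covariate. CASC15 in lymphatic endothelial-like cells (log2 fold change 4.55), MMP12 in mononuclear phagocyte-like cells (6.13), ADAM12 in mural-like cells (5.09) and CMA1 in mast-like cells (-4.18) passed both fits. WDR63 in melanocyte-like cells (-4.14) did not pass with the family as covariate (adjusted p 0.169). AC090498.1, the top gene in T or NK-like cells at 3.84, came to -0.16 with the family as covariate. MTRNR2L1, a near-identical copy of mitochondrial ribosomal RNA, led the lower genes in 6 classes, with log2 fold changes from -5.76 in epithelial-like to -4.00 in T or NK-like cells, and passed in none of these 6 with the family as covariate.

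For periodontitis against healthy gingiva, edgeR called 3273 of 11781 genes in blood endothelial-like cells (1523 higher and 1750 lower in periodontitis), 2437 of 11718 in fibroblast-like cells (1280 and 1157), 1609 of 5918 in mural-like cells (768 and 841) and 746 of 8609 in epithelial-like cells (310 and 436). It called 807 of 5542 in mononuclear phagocyte-like cells (441 and 366), 551 of 7640 in T or NK-like cells (263 and 288), 167 of 1820 in mast-like cells (113 and 54) and 165 of 3323 in plasma-like cells (94 and 71). In B-like cells edgeR called 0 of 2493, where 227 genes had an unadjusted p under 0.05 and DESeq2 called 11. With the family as covariate the counts were 658, 465, 748, 47, 71, 28, 43 and 117 in the same order, and 4 in B-like cells. With second family libraries only they were 339, 324, 1048, 1, 2, 13, 4 and 109, and no B-like fit could be made. In mural-like cells 598 of the 1609 genes were called in the same direction with the family as covariate. Under library totals the percent of calls higher in periodontitis moved from 46.5 to 68.3 in blood endothelial-like, from 41.6 to 69.4 in epithelial-like, from 47.7 to 68.5 in mural-like, from 52.5 to 41.9 in fibroblast-like and from 47.7 to 58.2 in T or NK-like cells. The median log2 fold change of all genes under library totals was 0.13 in blood endothelial-like, 0.15 in mural-like and 0.11 in T or NK-like cells.

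**Figure D2:**
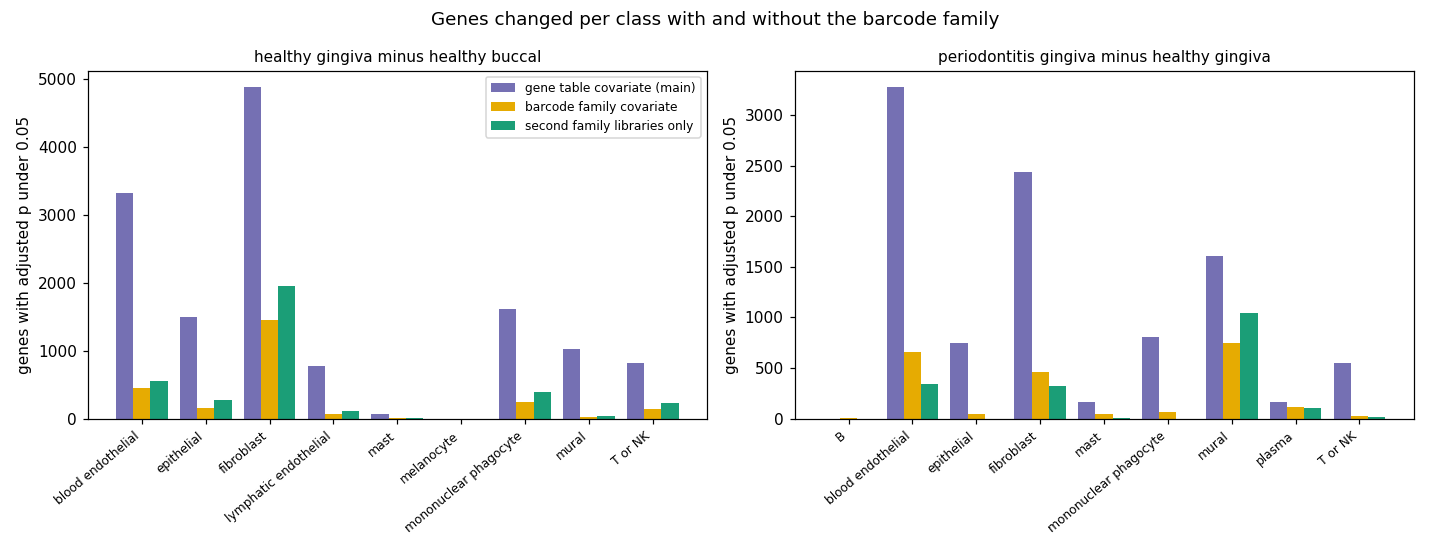
Number of genes with an adjusted p under 0.05 (y axis) per class (x axis) in the 2 comparisons, as bars for the fit with the gene table covariate, the fit with the barcode family covariate and the fit on second family libraries only; a missing bar is a fit that could not be made or a count near 0. In fibroblast-like cells the 3 counts are 4871, 1454 and 1946 for healthy gingiva against buccal and 2437, 465 and 324 for periodontitis against healthy gingiva.

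In periodontitis fibroblast-like cells IL11 (ENSG00000095752) averaged 45.3 ± 33.3 CPM (SD, n = 8) against 1.13 ± 1.09 (n = 13), a log2 fold change of 5.14 (SE 0.546, edgeR adjusted p 7.3e-06) that was 6.17 with the family as covariate (adjusted p 2.9e-05). MEOX2 was lower, at 0.561 ± 0.698 against 13.6 ± 15.2 CPM (log2 fold change -4.26, adjusted p 0.000614), and at -4.33 with the family as covariate (adjusted p 0.0073). SAA2 was higher by 4.75 with the same limit on its counting as above. MFAP5 (-5.14) and TSPAN8 (-4.53) did not pass with the family as covariate (adjusted p 0.113 and 0.131), but did within the second family (0.0399 and 0.0284). Both are leading genes of cluster 26, a fibroblast-like cluster with 569 barcodes in healthy gingiva and 5 in periodontitis before doublet removal. Their folds therefore include a difference in the makeup of the class. In blood endothelial-like cells ADAMTS5 averaged 20.4 ± 13.4 against 2.19 ± 1.5 CPM, a log2 fold change of 3.07 (SE 0.407, edgeR adjusted p 3.9e-05) that was 3.47 with the family as covariate. CRHBP was lower, at -4.15 and -4.49. AC090498.1 and RP13-143G15.4 were lower at -2.96 and -2.39, and came to 0.55 and -0.20 with the family as covariate. In epithelial-like cells KRT76 was lower at -6.30 (edgeR adjusted p 0.00544) and -6.31 with the family as covariate (adjusted p 0.0481), and did not pass within the second family (-6.30, adjusted p 0.0912). KRT1 (-6.29), MMP1 (4.13), CSF3 (3.13) and LGALS7 (-5.55, with a near-identical copy, LGALS7B) passed the first fit only. In mural-like cells TSPAN8 was lower at -4.99 (SE 0.567, edgeR adjusted p 6.6e-06) and -4.26 with the family as covariate (adjusted p 0.00017). JCHAIN in plasma-like cells (-2.75), CXCL10 in mononuclear phagocyte-like cells (-2.68), IL22 in T or NK-like cells (-3.76) and TPSB2 in mast-like cells (-2.07, with a near-identical copy, TPSAB1) did not pass with the family as covariate (adjusted p 0.367, 0.128, 0.757 and 0.664). MTRNR2L1 led the higher genes in 7 classes, from 4.10 in plasma-like to 6.20 in fibroblast-like cells, and passed with the family as covariate in blood endothelial-like cells alone (4.64, adjusted p 0.0345). The related copy MTRNR2L12, higher by 2.67 in blood endothelial-like and 2.52 in mast-like cells, did not.

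The list of 8 neutrophil recruitment genes addressed whether structural cells differ in such signals. Between healthy gingiva and buccal mucosa the list's median log2 fold change was 4.00 in fibroblast-like cells (6 genes tested, camera adjusted p 1.1e-05), 5.98 in epithelial-like cells (6 genes, 7.8e-06) and 2.21 in blood endothelial-like cells (6 genes, 0.000196). Fits with the family as covariate gave medians of 2.89, 4.54 and 1.10, with camera adjusted p of 2.4e-05, 1.4e-06 and 0.00343. In mural-like cells 2 genes were tested, too few for camera. Over all genes tested 6, 5, 5 and 2 list genes passed in fibroblast-like, epithelial-like, blood endothelial-like and mural-like cells, and 6, 6, 5 and 2 when adjusted over the list alone. Over all genes, 4, 2, 1 and 0 passed with the family as covariate and 6, 2, 2 and 0 within the second family. Many list genes lay under the 25% guard against free RNA: of its mean in the class with most of it, CXCL8 reached 0.584% in fibroblast-like, 0.639% in epithelial-like and 0.0453% in blood endothelial-like cells, and CXCL1 reached 17.1% in epithelial-like and 0.767% in blood endothelial-like cells. At or above the guard were CXCL1, CXCL2, CXCL6 and IL6 in fibroblast-like, CXCL5 (not tested there), CXCL6 and CSF3 in epithelial-like, CSF3 and IL6 in blood endothelial-like, and IL6 in mural-like cells, so RNA from other cells is not ruled out for the list as a whole. With an estimated correlation between genes the camera adjusted p was 0.0464 in fibroblast-like and epithelial-like cells and 0.04998 in blood endothelial-like cells, and with the family as covariate 0.0599, 0.0599 and 0.112.

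Between periodontitis and healthy gingiva the list's median log2 fold change was 2.35 in fibroblast-like cells (8 genes tested, camera adjusted p 9.1e-05), 1.65 in epithelial-like cells (6 genes, 6.3e-05), 1.47 in mural-like cells (5 genes, 0.00239) and 0.81 in blood endothelial-like cells (6 genes, 0.0195). The medians were 3.31, 2.63, 3.11 and 1.59 under the family covariate, and with second family libraries only 3.25, 3.13, 3.86 and 1.76. All 8 of these camera adjusted p passed. With an estimated correlation the calls held in fibroblast-like and mural-like cells with the family as covariate (0.0432 and 0.0264) and within the second family (0.0499 and 0.00807), and in no class with the gene table covariate (0.115, 0.115, 0.115 and 0.247). Over all genes 6, 1, 3 and 2 list genes passed in fibroblast-like, epithelial-like, mural-like and blood endothelial-like cells, and 7, 2, 4 and 3 when adjusted over the list alone. Over all genes, 7, 0, 3 and 2 passed with the family as covariate and 6, 0, 4 and 1 within the second family. The same limit from free RNA applies here: CXCL8 stood at 1.20% of its mean in the class with most of it in epithelial-like, 0.355% in mural-like and 0.106% in blood endothelial-like cells, and CXCL1 at 1.84% in mural-like and 0.758% in blood endothelial-like cells. The blood endothelial-like call was lost without periodontitis replicate 1, where the median was 0.50 (camera adjusted p 0.0957, range over all libraries left out in turn 0.0034 to 0.0957).

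In fibroblast-like cells CXCL1 averaged 3098 ± 1713 CPM in periodontitis (SD, n = 8) and 886 ± 616 in healthy gingiva (n = 13), a log2 fold change of 1.83 (SE 0.462, edgeR adjusted p 0.00863), higher than the healthy median in 8 of 8 libraries. CXCL6 averaged 684 ± 473 and 49.3 ± 49.3 CPM (3.86, SE 0.624, adjusted p 0.000354), and CXCL5 28.6 ± 29.3 and 1.54 ± 1.83 CPM (3.86, SE 0.649, adjusted p 0.00046). IL6 was higher by 2.01 (adjusted p 0.0109), CSF3 by 2.95 (0.00243) and CXCL8 by 2.69 (0.0145). These 6 genes gave, under the family covariate, 2.44, 4.11, 4.74, 2.76, 3.95 and 3.85, and each passed. Within the second family CXCL6 did not pass (4.05, adjusted p 0.0601), and CXCL1 was near the threshold (2.38, adjusted p 0.0495). Without periodontitis replicate 1, IL6 (1.31, adjusted p 0.0883) and CXCL8 (1.98, 0.0898) did not pass. CXCL8 in fibroblast-like cells stood at 2.19% of its mean in the class with most of it, and CSF3 at 8.52%, both under the guard. The level of free RNA was not measured. In periodontitis CXCL8 averaged 1089 ± 756 CPM in fibroblast-like, 187 ± 134 in mural-like and 48.0 ± 31.9 in blood endothelial-like cells. CSF3 averaged 32.2 ± 23.2 CPM in fibroblast-like and 3.63 ± 5.29 in mural-like cells, and was higher in blood endothelial-like cells (285). These gaps argue against free RNA at a like level in all classes as the whole source. CXCL2 did not differ beyond the spread between libraries (0.38, adjusted p 0.671), and CXCL3 missed the threshold (1.41, adjusted p 0.0617) but passed with the family as covariate (2.20, adjusted p 0.0274). In blood endothelial-like cells CXCL1 gave -0.01 (adjusted p 0.994). There it gave 1.815 with the family as covariate (adjusted p 0.152) and 2.0 within the second family (0.123), and passed in neither.

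**Figure D3:**
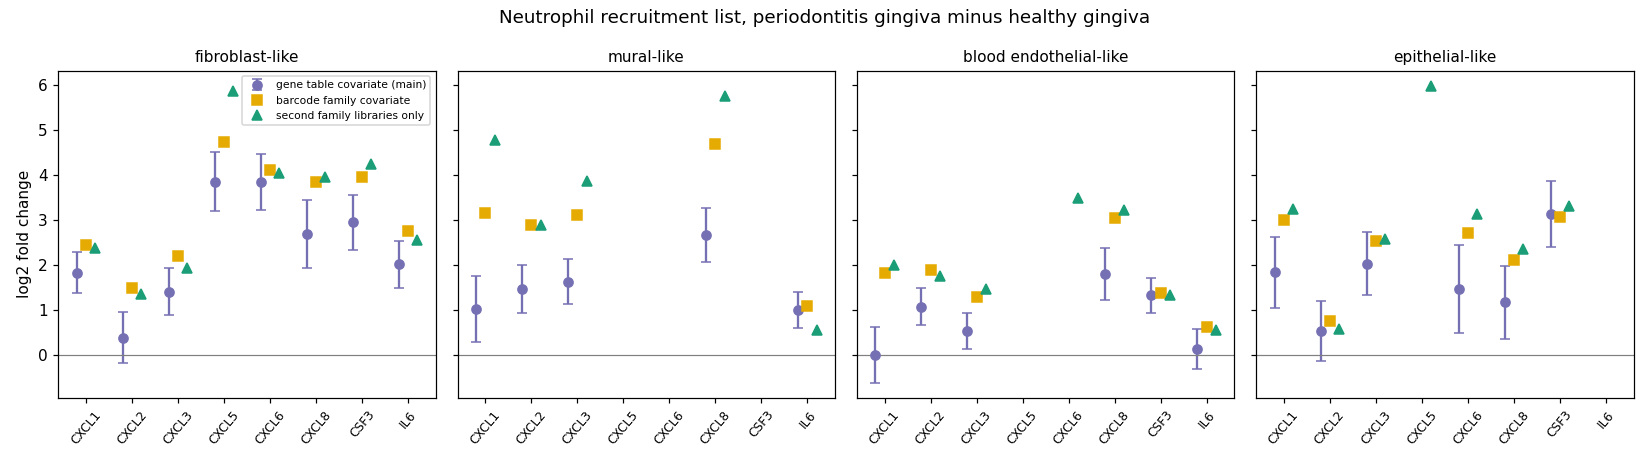
Log2 fold change, periodontitis minus healthy gingiva (y axis), of the 8 recruitment list genes (x axis) in 4 structural classes, with circles and SE bars for the fit with the gene table covariate, squares for the barcode family covariate and triangles for second family libraries only; a missing symbol is a gene not tested. In fibroblast-like cells CXCL5 and CXCL6 lie at 3.86 in the first fit and CXCL2 at 0.38.

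The LAD1 library, of the second family, had no replicate, and its values stand beside the ranges of the other gingiva libraries. Its immune sum was 58.0% of 14857 cells (exact binomial 95% interval 57.2 to 58.8), above the highest healthy gingiva library (52.6%) and near the periodontitis median (57.1%). Of its 2904 plasma-like cells, 73.1% came from cluster 21, which is led by HBB and has a median of 892 UMIs per cell. Without this cluster, an alternative chosen after the value was seen, the immune sum was 51.0%, where the highest healthy library had 51.7%, and with a minimum of 500 genes it was 50.5% and 52.3%. Neutrophil-like cells made up 0.518% (0.409 to 0.647), above the highest healthy library (0.341%, interval up to 0.511%) and below the highest periodontitis library (4.32%). Fibroblast-like cells made up 4.05% (3.74 to 4.38), below the lowest healthy (7.57%) and the lowest periodontitis library (7.74%). No plasmacytoid dendritic-like cell was found among 14857, an exact upper limit of 0.0248% that rests on doublet removal: without it there were 15 among 17450 barcodes (0.0860%). In fibroblast-like cells (602 cells) CXCL5 stood at 11.9 CPM (exact Poisson 95% interval 8.99 to 15.5) and CXCL6 at 195 CPM (183 to 208), above the highest healthy libraries (5.71 and 172, intervals up to 8.16 and 193). IL6 stood at 5.74 CPM in blood endothelial-like and 21.4 CPM in mural-like cells, below the lowest healthy libraries (8.10 and 48.2). The other list genes lay within the healthy range in these 4 classes. Against the periodontitis libraries, 14 of the 32 list values lay below the lowest: 5 in fibroblast-like, 4 in mural-like, 3 in blood endothelial-like and 2 in epithelial-like cells. Among them were CXCL2 in fibroblast-like (294 CPM, lowest 519) and mural-like cells (37.2, lowest 150), CXCL8 in mural-like cells (7.54, lowest 45), and CSF3 (80.2, lowest 120) and IL6 (5.74, lowest 28.5) in blood endothelial-like cells.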

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

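The tests of counting error in this part and all tests on the LAD1 library were chosen only after the results were seen, while the tests of the filters on cells for the 7 class shares of other libraries were set before their results. The 4 values of the LAD1 library and 7 class shares of single libraries are given here. The class lists, the recruitment list, the filters and the comparisons were chosen before the data were examined.

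The LAD1 library took part in no comparison, and 4 of its values lay above every healthy gingiva library. Its neutrophil-like share was 0.518% with a lower exact 95% bound of 0.409%, where the highest healthy library had 0.341% with an upper bound of 0.511%. Its immune sum was 58.0% with a lower bound of 57.2%, where the highest healthy library had 52.6% with an upper bound of 53.8%. CXCL5 in its fibroblast-like cells stood at 11.9 CPM (lower bound 8.99) against a highest healthy value of 5.71 (upper bound 8.16), and CXCL6 at 195 CPM (lower bound 183) against 172 (upper bound 193). Counting error alone is argued against for the immune sum and CXCL5, and stays open for the neutrophil-like share and CXCL6, where the bounds overlap. The immune sum depended on the cells taken. With a minimum of 500 genes it was 50.5%, 0.965 of the highest healthy library. Without cluster 21, led by HBB, with a median of 892 UMIs and the source of 73.1% of the plasma-like cells of this library, it was 51.0%, below the highest healthy library (51.7%). The filters and this cluster are thus candidate explanations for its place above the healthy libraries. The lowest ratio to the highest healthy library under the other cell sets was 1.52 for the neutrophil-like share, 1.73 for CXCL5 and 1.07 for CXCL6 (4, 3 and 3 sets). In at least 1 set each the bounds overlapped, so the filters stay open there too. Since this library is 1 of 1, the spread between such libraries is unknown. A difference between barcode families cannot be weighed for it beyond the 3 healthy libraries of the same family. Its depth, 89918303 UMIs, exceeds that of any other library (50795317 at most), and its fibroblast-like cells came to 96.7% from a cluster that leads this class in no other group. The label of the library and the periodontitis named in it stay open as biological sources, untested. The 4 values lay within the range of the 8 periodontitis libraries. Other values of this library, given in the report, lay below that range.

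A library was singled out when its gap to the nearest other library in a group of 8 exceeded the 95% critical value of Dixon's test as a share of the group's range. Chance alone singles out about 1 in 20 groups, and 7 of 28 sets of 8 libraries had such a library. Class shares are often skewed, which raises that rate, and the 28 sets are not independent because shares add to 100%. No biological explanation was tested for any of the 7, since the labels give none for a single library.

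Among buccal libraries, replicate 6 had 7.07% lymphatic endothelial-like cells, where the next had 3.93%. The upper bound of that next library was 4.33% and the lower bound of replicate 6 was 5.85%, so counting error alone is argued against. The gap stayed at 0.531 of the range or more under 4 other cell sets (500 genes, 10% mitochondrial limit, no doublet removal, resolution 2), which argues against the filters. How much tissue of each kind a biopsy held was not measured. Buccal replicate 2 had 2.62% neutrophil-like cells, 20 of 762 cells, where the next library had 0.0380% with an upper bound of 0.212%. The lower bound of replicate 2 was 1.61%, so counting error alone is argued against. Its gap stayed at 0.986 of the range or more. With the next library so low, the gap stays large under any filter that leaves such cells. It therefore cannot weigh the filters, which stay open. This library has the fewest cells of all 30, and blood carried over in the biopsy stays open as a source of such cells and was not tested.

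Buccal replicate 6 also had 0.0631% plasmacytoid dendritic-like cells, which is 1 cell where the other 7 buccal libraries had none. The upper bound of the nearest other library, 0.103%, covers it, so counting error is enough to explain it. The gap was 1.0 of the range under each of the 4 other cell sets, as any single cell would give. Buccal replicate 4 had 0.111% plasma-like cells (11 cells), where the next library had 0.0515% with an upper bound of 0.120%, so counting error is again enough. At resolution 2 its gap fell to 0.00151 of the range, so the value also depends on the clustering.

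Among periodontitis libraries, replicate 3 had 17.4% epithelial-like cells (next 8.23%, upper bound 9.53%, own lower bound 14.97%) and 9.34% mast-like cells (next 4.16%, upper bound 4.98%, own lower bound 7.50%). Counting error alone is argued against in both. With a minimum of 500 genes the epithelial-like gap came to 0.471 of the range, and with a 10% mitochondrial limit the mast-like gap came to 0.472, each under the critical value. The choice of filter may therefore be part of why this library stands apart. In this library 2730 barcodes failed the gene minimum, with haemoglobin making up 91.9% of their UMIs. Periodontitis replicate 2 had 4.32% neutrophil-like cells (next 1.31%, upper bound 1.63%, own lower bound 3.46%), which argues against counting error. With a minimum of 500 genes its gap came to 0.276 of the range. Neutrophils hold few RNA molecules, so a candidate explanation is that the higher gene minimum removed them, and this was not tested further.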

How the results depend on the processing

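Alternatives with the barcode family (as covariate, or its second family alone) were chosen only after the results were seen, and all other alternatives in this part were planned. No paired analysis was possible because the groups compared share fewer than 2 title numbers. Values are differences in percentage points for shares, numbers of genes for counts, and median log2 fold changes for the recruitment list. Calls are at an adjusted p (Benjamini-Hochberg) under 0.05. For every change below the cause was not tested, except that fewer libraries, cells or genes enter by construction where a setting removes them.

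Over the alternatives fixed in advance, other than leaving out libraries, shares kept direction and side of the threshold in 80 cases for healthy gingiva against buccal (8 became called, 1 lost its call, 9 changed sign) and in 80 for periodontitis against healthy gingiva (6, 8 and 4). Counts stayed within 1.5 times in 89 cases and moved further in 17 for the first comparison, and 85 and 23 for the second. The list kept its call in 33 cases (2 became called, and 9 in mural-like cells had too few genes for camera) and 43 cases (1 lost the call). Named genes kept direction and side of the threshold in 522 cases (1 became called, 6 lost the call) and in 523 (12 became called, 30 lost the call, 5 changed sign). Only periodontitis libraries share a title number. Averaging or summing title numbers thus changes no value for healthy gingiva against buccal, and the cases kept there include that setting.

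Healthy gingiva against buccal, shares. On the log ratio scale, calls appeared for B-like (3.30), blood endothelial-like (-0.883), lymphatic endothelial-like (-1.10), mural-like (-1.26), plasmacytoid dendritic-like (1.89), plasma-like (3.08) and T or NK-like cells (-1.56) and the immune sum (-1.07), and epithelial-like (-0.704) and fibroblast-like cells (-0.859) changed sign without a call. Ratios to a mean of all classes move when any rare class moves. With 500 genes, blood endothelial-like (1.79) and melanocyte-like cells (0.0231) changed sign, as they did at resolution 2 (0.0510 and 0.000368). With a 10% mitochondrial limit, melanocyte-like (0.156) and mural-like cells (0.836) changed sign and mononuclear phagocyte-like cells lost the call (-2.66, adjusted p 0.0693, range over the settings fixed in advance 0.000688 to 0.0693). With newer gene tables only, the immune sum changed sign (4.62). None of the changed signs was a called share. With the second family only, B-like (5.24), plasmacytoid dendritic-like (0.110) and plasma-like cells (9.60) became called, mononuclear phagocyte-like cells lost the call (-3.30), and fibroblast-like (-7.35) and T or NK-like cells (1.60) and the immune sum (14.7) changed sign. The mast-like call held in 7 of 7 settings fixed in advance (adjusted p 0.00288 to 0.0381) and in the second family (0.0283). The settings fixed in advance include title numbers averaged, which changes no value in this comparison.

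Periodontitis against healthy gingiva, shares. With newer gene tables only, blood endothelial-like (-12.2), plasma-like (14.4) and T or NK-like cells (6.79) and the immune sum (23.0) lost their calls, and mast-like (-0.476) and plasmacytoid dendritic-like cells (-0.0868) changed sign. With title numbers averaged, lymphatic endothelial-like (-2.33) and T or NK-like cells (12.3) lost their calls and neutrophil-like cells gained one (1.15). Neutrophil-like cells also gained one with a 10% mitochondrial limit (0.843), without doublet removal (0.884) and at resolution 2 (0.760), with adjusted p from 0.0260 to 0.104 over the settings fixed in advance. With a 10% mitochondrial limit T or NK-like cells lost the call (11.2) and mast-like cells changed sign (-0.329). On the log ratio scale epithelial-like (-1.76) and melanocyte-like cells (-3.03) became called, T or NK-like cells lost the call (1.17) and mast-like cells changed sign (-0.0271). T or NK-like cells thus held the call in 3 of 7 settings fixed in advance (adjusted p 0.0228 to 0.249). With the second family only, blood endothelial-like (-6.23), lymphatic endothelial-like (-0.704), plasma-like (8.52) and T or NK-like cells (4.12) and the immune sum (12.9) lost their calls, and B-like (-2.48) and fibroblast-like cells (0.818) changed sign.

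Healthy gingiva against buccal, counts. With the family as covariate and with its second family only, the counts were 459 and 562 in blood endothelial-like, 160 and 274 in epithelial-like, 1454 and 1946 in fibroblast-like, 68 and 119 in lymphatic endothelial-like, 9 and 7 in mast-like, 239 and 397 in mononuclear phagocyte-like, 33 and 35 in mural-like and 143 and 233 in T or NK-like cells. They were 0 and not fitted in melanocyte-like cells, where 3 libraries per side were lacking. Without the low count filter there were 1373 genes in lymphatic endothelial-like, 213 in mast-like and 100 in melanocyte-like cells. Without a covariate there were 1225 in lymphatic endothelial-like, 1697 in mural-like and 1 in melanocyte-like cells. At least 50 cells gave 1378 in lymphatic endothelial-like cells. DESeq2 gave 139 in mast-like and 9 in melanocyte-like cells, 32 and 5 came from newer gene tables, and 500 genes gave 11 and 1, with 542 in T or NK-like cells. Free RNA guard genes gave 971 in epithelial-like and 1 in melanocyte-like cells, and no doublet removal gave 0 in melanocyte-like cells by edgeR (271 at an unadjusted p under 0.05). The single melanocyte-like gene was WDR63, and the 5 were WDR63, IGKC, IGFBP7, FDCSP and HPGD, of which all but WDR63 were named after their values were seen.

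Periodontitis against healthy gingiva, counts. With the family as covariate and with its second family only, the counts were 658 and 339 in blood endothelial-like, 47 and 1 in epithelial-like, 465 and 324 in fibroblast-like, 43 and 4 in mast-like, 71 and 2 in mononuclear phagocyte-like, 748 and 1048 in mural-like and 28 and 13 in T or NK-like cells. In plasma-like cells 109 genes were called in the second family. In B-like cells 4 were called with the covariate (TXNIP, S100A9, CXCR4, IFI27) and the second family could not be fitted. The second family genes were RGS4 in epithelial-like, TNFRSF9, NFKB1, PRKX and PIM3 in mast-like, and S100A14 and KRT13, both on the epithelial marker list, in mononuclear phagocyte-like cells. These genes, and the 4 B-like ones with 500 genes (ANXA1, ADIRF, KRT5, IFI27), were named after their values were seen. In B-like cells DESeq2 gave 11 and no low count filter 126. In epithelial-like cells library totals gave 363, no covariate 1344 and the 3-group fit 1146. In mast-like cells no low count filter gave 412, title numbers summed 102 and at least 50 cells 36. Newer gene tables gave 427 in mononuclear phagocyte-like cells. In plasma-like cells there were 32 guard genes, and 410 by DESeq2, 80 by library totals, 859 without the low count filter, 103 with 50 cells and 40 with 500 genes. In T or NK-like cells there were 345 guard genes, 282 by library totals, 119 with newer gene tables, 841 in the 3-group fit, 215 with title numbers summed, 316 with 50 cells and 266 with 500 genes.

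The list in mural-like cells, healthy gingiva against buccal, had too few genes for camera, and became called without the low count filter (3.55, adjusted p 1.2e-06) and in the 3-group fit (3.96, adjusted p 0.000218). In blood endothelial-like cells with periodontitis newer gene tables lost the call (0.50, camera adjusted p 0.0922, range over the settings fixed in advance 0.000539 to 0.0922). Among named genes, AC090498.1 changed sign with the family as covariate in T or NK-like cells between healthy gingiva and buccal (-0.16) and in blood endothelial-like cells with periodontitis (0.55), and in the second family (-0.16 and 1.20), where RP13-143G15.4 did so too (0.32). In blood endothelial-like cells with periodontitis CXCL1 (-0.01) was positive with DESeq2 (0.16), library totals (0.19), 3 groups (0.013), the family as covariate (1.81) and the second family (2.0), and IL6 was negative with newer gene tables (-0.11). CXCL2 in fibroblast-like cells was negative with newer gene tables (-0.51). Summing periodontitis libraries with a shared title number, which leaves 5 sums, lost the calls of 8 named gene results with periodontitis: MTRNR2L12 in blood endothelial-like (2.28, adjusted p 0.0509) and mast-like (2.44, 0.116), LGALS7 in epithelial-like (-5.29, 0.0685), MFAP5 in fibroblast-like (-5.03, 0.0705), TPSB2 in mast-like (-2.18, 0.0654), CXCL2 in mural-like (1.71, 0.0531), MTRNR2L1 in plasma-like (3.79, 0.0681) and IL22 in T or NK-like cells (-3.75, 0.0759). CXCL3 in epithelial-like cells became called (2.46, 0.0396). With the family as covariate 57 of 101 named gene results were the same, 39 lost the call, 2 gained one and 3 changed sign.

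Leaving out 1 library at a time, shares for healthy gingiva against buccal ranged from -2.19 to 2.75 (blood endothelial-like), -0.632 to 1.23 (epithelial-like), -0.757 to 0.450 (lymphatic endothelial-like), 1.80 to 2.26 (mast-like), -0.233 to 0.131 (melanocyte-like), -3.05 to -1.96 (mononuclear phagocyte-like), -0.302 to 0.0733 (neutrophil-like), 0.113 to 0.335 (plasmacytoid dendritic-like), 0.255 to 4.15 (fibroblast-like), 1.01 to 2.94 (plasma-like), 1.03 to 2.03 (B-like), -7.55 to -3.23 (T or NK-like), -2.15 to -0.675 (mural-like) and -3.90 to 1.21 (immune sum). The fibroblast-like difference was lowest without healthy gingiva replicate 5 and the plasma-like one without replicate 13. The mast-like call was lost without buccal replicate 3 (2.05) or 5 (2.04). The mononuclear phagocyte-like call was lost without buccal replicate 1 (-1.96), 3 (-2.62) or 5 (-2.51) or healthy gingiva replicate 3 (-2.63), 4 (-2.58), 5 (-2.65), 9 (-2.60), 11 (-2.62) or 13 (-2.65). Plasmacytoid dendritic-like cells became called without healthy gingiva replicate 8 (0.113). Counts ranged from 509 to 963 (lymphatic endothelial-like, 509 without healthy gingiva replicate 5), 37 to 109 (mast-like, 37 without healthy gingiva replicate 4), 578 to 1636 (mural-like, 578 without healthy gingiva replicate 5 and 1636 without 11) and 536 to 1351 (T or NK-like, 536 without buccal replicate 3, 538 without healthy gingiva replicate 8 or 10, 1351 without 11). In melanocyte-like cells they ranged from 0 by edgeR (138 to 275 at an unadjusted p under 0.05; without buccal replicate 1, 7 or 8 or healthy gingiva replicate 2 or 5) to 30 (without healthy gingiva replicate 11).

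For periodontitis against healthy gingiva, leaving out 1 library gave shares from -4.44 to -1.99 (epithelial-like), -10.7 to -7.37 (fibroblast-like), -0.664 to 0.605 (mast-like), -0.657 to -0.371 (melanocyte-like), 0.258 to 0.875 (neutrophil-like), -0.0329 to 0.218 (plasmacytoid dendritic-like), 11.1 to 16.0 (T or NK-like), 0.367 to 1.79 (B-like), -17.9 to -14.65 (blood endothelial-like), -2.45 to -1.70 (lymphatic endothelial-like), 0.694 to 1.81 (mononuclear phagocyte-like), -1.505 to -0.0199 (mural-like), 12.35 to 16.8 (plasma-like) and 28.4 to 35.95 (immune sum). Calls appeared for epithelial-like cells without periodontitis replicate 3 (-4.44), fibroblast-like cells without periodontitis replicate 4 or healthy gingiva replicate 12 (-10.7 each), melanocyte-like cells without healthy gingiva replicate 7 (-0.371) and plasmacytoid dendritic-like cells without healthy gingiva replicate 8 (0.218). For neutrophil-like cells they appeared without healthy gingiva replicate 4 (0.773), 10 (0.774) or 12 (0.778) or periodontitis replicate 1 (0.870), 4 (0.852), 5 (0.857), 6 (0.875) or 7 (0.869). The T or NK-like call was lost without periodontitis replicate 1 (11.1). The 4 other called shares kept their calls without any 1 library (highest adjusted p 0.0140).

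Counts with periodontitis, leaving out 1 library, ranged from 0 to 18 (B-like, 1, 2, 3 and 18 without periodontitis replicate 4 or 7 or healthy gingiva replicate 12 or 13), 227 to 915 (epithelial-like, 227, 466, 453 and 421 without periodontitis replicate 2, 4, 5 and 8), 106 to 219 (mast-like, 106 without periodontitis replicate 3), 430 to 987 (mononuclear phagocyte-like, 514, 513 and 430 without periodontitis replicate 4, 7 and 8) and 86 to 216 (plasma-like, 100 and 86 without periodontitis replicate 2 and 7, 90 without healthy gingiva replicate 12). In T or NK-like cells they ranged from 227 to 1267. Without healthy gingiva replicate 3, 4, 5, 8, 10, 11 and 13 they were 268, 355, 318, 281, 245, 1267 and 962, and without periodontitis replicate 1, 2, 3, 4, 7 and 8 they were 227, 282, 355, 294, 260 and 318. The list in blood endothelial-like cells ranged from 0.50 to 1.13, and lost its call without periodontitis replicate 1 (0.50). CXCL1 in blood endothelial-like cells ranged from -0.34 to 0.74, IL6 there from -0.11 to 0.50 and CXCL2 in fibroblast-like cells from -0.46 to 0.80. Without periodontitis replicate 1, the only first family library of its group, CXCL8 (1.98) and IL6 (1.31) in fibroblast-like cells, CSF3 (0.98) and CXCL8 (1.22) in blood endothelial-like cells, CXCL2 in mural-like (0.85), MTRNR2L12 in mast-like (2.52), MTRNR2L1 in plasma-like (4.10) and IL22 in T or NK-like cells (-3.51) lost their calls. CXCL2 in mural-like cells (1.47, adjusted p 0.0417) lost its call in 11 of 21 cases of a library left out.

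Simulated 2-fold changes were recovered in 5% of cases in melanocyte-like and 10% in mast-like cells for healthy gingiva against buccal, and in 31% in B-like cells with periodontitis. In mast-like cells with periodontitis 71% were recovered. The mast-like fit against buccal had 3 buccal libraries of 20 to 29 cells, and the one with periodontitis had 8 libraries of 22 to 147. How far depth, cells or libraries set recovery was not tested.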

Other observations

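The tests in this part that were chosen only after the result was seen are the draws of healthy gingiva libraries, the 2 tests of MTRNR2L1 and its 50 and 10 CPM limits, and the fits with the barcode family. The other splits of the libraries and the share tests within the second family had their outcomes set out before they were run.

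Healthy gingiva is the only group with enough libraries of both barcode families to set them against each other. The 3 libraries of the second family against the 10 of the first gave 3401 genes in blood endothelial-like cells (highest of the other splits 10), 2677 in fibroblast-like (6), 1714 in T or NK-like (8), 1609 in mural-like (12), 995 in mononuclear phagocyte-like (7) and 619 in epithelial-like cells (39), where the real split was the 1 of 60 with as many. This argues against chance for these 6 counts. It does not exclude it, since no share below 1 of 60 can arise and the 6 counts were not adjusted together. They rival the counts between the groups compared in the report, and whether they stem from chemistry, sequencing, processing or the donors was not tested.

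To see how far this difference enters the comparisons, 3 healthy gingiva libraries of the first family were drawn 30 times and set against the second family libraries of the other group, and the counts were compared with those from the 3 second family libraries. All 30 of 30 draws gave more genes than the second family libraries in each of 6 classes and both comparisons. For healthy gingiva against buccal the second family count and the median draw were 562 and 4127 in blood endothelial-like, 274 and 1665.5 in epithelial-like, 1946 and 4523.5 in fibroblast-like, 397 and 1667.5 in mononuclear phagocyte-like, 35 and 1923.5 in mural-like and 233 and 1667.5 in T or NK-like cells. For periodontitis against healthy gingiva they were 339 and 4038.5, 1 and 732.5, 324 and 3289.5, 2 and 1041.5, 1048 and 1763.5, and 13 and 1136.5 in the same order. The difference between barcode families is therefore a candidate explanation for much of the counts over all libraries. Genes still called among second family libraries alone are not explained by it. The second family count came closest to the median draw in mural-like cells with periodontitis.

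For the shares, the second family difference as a percent of the pooled one was 80.2 for mast-like cells between healthy gingiva and buccal, with the smallest p that 165 splits allow (0.00606), and 30.7 for lymphatic endothelial-like cells with periodontitis (exact permutation p 0.0167 before adjustment). For mast-like cells this argues against the barcode family as the whole cause. For lymphatic endothelial-like cells the barcode family may account for much of the difference. The outcomes set out in advance for and against the family were both met there, by the small percent left and by the unadjusted p. The part left did not pass after adjustment (adjusted p 0.233), so the family as the whole cause stays open there. The percent of the pooled difference was 39.1 for blood endothelial-like cells, 31.2 for T or NK-like cells and 41.0 for the immune sum with periodontitis, each a small part that did not pass, so the barcode family may account for part of these 3 differences. Against it stands periodontitis replicate 1, which lay beyond all 10 healthy libraries of its own family in all 3 (12.1% against at least 23.3%, 40.2% against at most 24.6% and 73.1% against at most 43.7%). A single library does not settle this, and it was the shallowest of the 30 (median 1058 UMIs per cell), so both explanations stay open. The percent of the pooled difference was 57.3 for plasma-like cells with periodontitis and 121 for mononuclear phagocyte-like cells between healthy gingiva and buccal (exact permutation p 0.358 and 0.0546), where with 3 healthy libraries the 2 explanations cannot be told apart. For plasma-like cells periodontitis replicate 1 again lay beyond all 10 healthy libraries of its family (13.8% against at most 1.96%), which a single library does not settle.

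Other splits of the libraries into groups of the real sizes, 60 per class, tested whether a random grouping reaches the real counts. For healthy gingiva against buccal the real count and the highest other were 3321 and 2 in blood endothelial-like, 1498 and 1 in epithelial-like, 4871 and 12 in fibroblast-like, 771 and 1 in lymphatic endothelial-like, 76 and 4 in mast-like, 1608 and 53 in mononuclear phagocyte-like, 1031 and 1897 in mural-like and 816 and 1040 in T or NK-like cells. For periodontitis against healthy gingiva they were 3273 and 542, 746 and 2, 2437 and 13, 167 and 69 (mast-like), 807 and 9 (mononuclear phagocyte-like), 1609 and 3 (mural-like), 165 and 3 (plasma-like) and 551 and 29 (T or NK-like). Of these 16, mural-like and T or NK-like cells for healthy gingiva against buccal had another split with more genes than the real one. There 2 of 60 splits, the real one included, gave as many genes. This met the limit set before the run for arguing against chance. Since another split gave more genes than the real one, chance is still left open there. Chance is argued against for the rest of the 16, where only the real split, 1 of 60, gave as many. No smaller share can come from 60 splits, and the 16 counts were not adjusted together, so chance is not excluded. Chance cannot be excluded for melanocyte-like cells either (2 genes, highest other 51, 4 of 60 splits). For B-like cells with periodontitis edgeR called 0 genes (227 at an unadjusted p under 0.05, 11 by DESeq2), so all 60 of 60 splits give as many by construction (highest other 3) and the splits decide nothing there. The large mural-like and T or NK-like counts point to a structure of the libraries. In those splits the group of 13 held 3 and 4 of the 10 first family libraries, so the barcode family is a candidate explanation. Splits of a like makeup gave 2 genes in blood endothelial-like (4 of 10) and 53 in mononuclear phagocyte-like cells (3 of 10), and no test related the counts of splits to the family. For healthy gingiva against buccal the real counts with the family as covariate were 33 in mural-like and 143 in T or NK-like cells. With periodontitis, the highest other splits in blood endothelial-like and mast-like cells held 1 first family library in the group of 8, as the real split does, and the counts with the family as covariate were 658 and 43.

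MTRNR2L1 split the second family into 2 sets unrelated to the groups. In 14 libraries (buccal replicates 1 to 6, healthy gingiva replicates 12 and 13, periodontitis replicates 2 to 7) it stood between 77.2 and 3948.62 CPM of all UMIs, with a median of 526.2. In 5 libraries (buccal replicates 7 and 8, healthy gingiva replicate 11, periodontitis replicate 8 and the LAD1 library) it stood between 0.290 and 1.58 CPM, and in the 11 first family libraries between 0 and 9.88 CPM. Over 173 sums per class and library, 96.2% of the variance among 19 second family libraries lay between libraries. Because the gene was singled out by its split between libraries, this does not test a source acting on whole libraries, which stays open. The median mitochondrial share differed at most 2.17-fold among these libraries while the medians of the 2 sets differed 658-fold, which argues against the amount of mitochondrial RNA. A change in how reads are assigned between near-identical copies is a possible explanation and was not tested, as no reads were used here. AC090498.1 stood at 75.1 to 1249.37 CPM in first family libraries and at 8.21 to 45.8 CPM in second family ones.

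Barcodes that failed the gene minimum held mostly haemoglobin RNA in many libraries, from 1.61% to 95.8% of their UMIs. Buccal replicate 1 held 4874 such barcodes with 95.5% haemoglobin. In cells used, haemoglobin made up 0.0023% to 2.82% of UMIs.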
